# High Throughput Determination of TGFβ1/SMAD3 Targets in A549 Lung Epithelial Cells

**DOI:** 10.1371/journal.pone.0020319

**Published:** 2011-05-20

**Authors:** Yingze Zhang, Daniel Handley, Tommy Kaplan, Haiying Yu, Abha S. Bais, Thomas Richards, Kusum V. Pandit, Qilu Zeng, Panayiotis V. Benos, Nir Friedman, Oliver Eickelberg, Naftali Kaminski

## Abstract

**Background:**

Transforming growth factor beta 1 (TGFβ1) plays a major role in many lung diseases including lung cancer, pulmonary hypertension, and pulmonary fibrosis. TGFβ1 activates a signal transduction cascade that results in the transcriptional regulation of genes in the nucleus, primarily through the DNA-binding transcription factor SMAD3. The objective of this study is to identify genome-wide scale map of SMAD3 binding targets and the molecular pathways and networks affected by the TGFβ1/SMAD3 signaling in lung epithelial cells.

**Methodology:**

We combined chromatin immunoprecipitation with human promoter region microarrays (ChIP-on-chip) along with gene expression microarrays to study global transcriptional regulation of the TGFβ1/SMAD3 pathway in human A549 alveolar epithelial cells. The molecular pathways and networks associated with TGFβ1/SMAD3 signaling were identified using computational approaches. Validation of selected target gene expression and direct binding of SMAD3 to promoters were performed by quantitative real time RT-PCR and electrophoretic mobility shift assay on A549 and human primary lung epithelial cells.

**Results and Conclusions:**

Known TGFβ1 target genes such as *SERPINE1, SMAD6, SMAD7, TGFB1* and *LTBP3*, were found in both ChIP-on-chip and gene expression analyses as well as some previously unrecognized targets such as *FOXA2*. SMAD3 binding of *FOXA2* promoter and changed expression were confirmed. Computational approaches combining ChIP-on-chip and gene expression microarray revealed multiple target molecular pathways affected by the TGFβ1/SMAD3 signaling. Identification of global targets and molecular pathways and networks associated with TGFβ1/SMAD3 signaling allow for a better understanding of the mechanisms that determine epithelial cell phenotypes in fibrogenesis and carcinogenesis as does the discovery of the direct effect of TGFβ1 on FOXA2.

## Introduction

Transforming Growth Factor β1 (TGFβ1) is a key pro-fibrotic cytokine involved in many cell signaling and cellular processes. These include cell proliferation, differentiation, cell adhesion and migration, extracellular matrix deposition, apoptosis, embryonic development, and immune response [1], [2], [3], [4], [5], [6], [7]. Dysregulated or aberrant TGFβ1 signaling is implicated in numerous pathological conditions including cancer, pulmonary hypertension, and a wide variety of organ-specific fibrotic diseases, including renal and idiopathic pulmonary fibrosis (IPF) [7], [8], [9], [10].

TGFβ family of proteins is also highly conserved across mammalian species [4], [11]. Ubiquitous expression of both TGFβ and its receptors are detected in nearly all cell types, although the effects on each type of cell are varied and specific to a particular cell type [1], [3], [12], [13], [14]. TGFβ1 exerts its effects through the TGFβ1/SMAD3 signal transduction pathway operating between cell surface receptors for TGFβ1 and the gene regulatory machinery in the nucleus [15], [16]. In humans, there are eight members of the SMAD family of transcription factors. Of these, five are receptor-regulated SMADs, or R-SMADs: SMAD1, SMAD2, SMAD3, SMAD5 and SMAD9. SMAD4 is referred to as a common-mediator SMAD, or co-SMAD. SMAD6 and SMAD7 are antagonistic or inhibitory SMADs and are therefore referred to as I-SMADs [12].

In most cell types, TGFβ1 inhibits cell proliferation [17]. TGFβ1 stimulation of epithelial cells, however, either (a) inhibits cell proliferation, (b) causes cells to undergo apoptosis, or (c) induces *epithelial-mesenchymal transition* or EMT [18], [19], [20], [21]. The mesenchymal cells that result from EMT closely resemble fibroblasts in morphology and behavior, sometimes with additional motile and contractile abilities characteristic of muscle cells (and hence referred to as myofibroblasts) [17], [22]. Prolonged TGFβ1 stimulation induces these mesenchymal cells to secrete collagens such as Collagen 7A1 (COL7A1), decrease protease production, and increase the secretion of protease inhibitors such as TIMPs and SERPINE1, also known as plasminogen activator inhibitor 1 (PAI-1) [4], [5], [23], [24]. Eventually, the cells may begin expressing alpha-smooth muscle actin (αSMA) and transition into motile myofibroblasts that aggressively infiltrate and deposit ECM proteins, particularly collagens [6], [9], [18], [19], [20], [22], [23], [25], [26], [27]. While EMT is expected to occur during certain phases of normal embryonic development, in adults it is characteristic of fibrotic diseases as well as neoplastic invasions and metastasis [9], [22], [27]. The TGFβ1/SMAD3 signal transduction pathway is directly implicated in inducing EMT [10], [28].

Although many genes are known to be regulated through TGFβ signaling pathway, a comprehensive list of genes directly targeted by SMAD3 binding is unavailable. In this study, using a combination of genome-wide technology and computational approaches, we identified SMAD3 target genes and molecular pathways in a human lung alveolar epithelial carcinoma cell line. A novel TGFβ1/SMAD3 target gene, Forkhead Box A2 (*FOXA2*, also known as *HNF3B*), was identified as a direct SMAD3 target. Direct binding of SMAD3 to *FOXA2* was demonstrated in this study. Genome-wide identification of targets and molecular pathways associated with TGFβ1/SMAD3 pathway will provide insights to its function and lead to better understanding of its important roles in multiple cellular processes.

## Materials and Methods

### Cell Cultures

Human lung alveolar epithelial carcinoma A549 cells (CCL-185, ATCC, Manassas, VA) were grown in F12-K culture medium supplemented with 10% fetal bovine serum (ATCC) and subcultured at 80-90% confluency. Prior to all experiments, cells were serum-starved for 18–24 h. Human primary Small Airway Epithelial Cells (SAEC) were obtained from Lonza, Inc. and cultured in serum-free Small Airway Medium with supplied supplements (Lonza, Walkersville, MD).

### Chromatin Immunoprecipitation

The ChIP procedure was performed according to the protocol of Weinmann et al [29] with the following modifications: 1×10^7^ A549 cells were treated with TGFβ1 (2 ng/ml) for up to 2 h. Cells were cross-linked with 1% formaldehyde for 12 min at RT, after which glycine (125 mM) was added to quench the formaldehyde. The cells were washed twice with ice-cold PBS and lysed in 500 µl cell lysis buffer [50 mM Tris-HCl, pH 8.0; 1% Triton X-100; 10 mM KCl; supplemented with complete protease inhibitor cocktail (Roche Diagnostics, Basel, Switzerland)]. Nuclei were pelleted at 2,800×.g for 5 min at 4°C, and resuspended in 400 µl of nuclear lysis buffer (50 mM Tris-HCl, pH 8.0; 10 mM EDTA; 0.1% SDS; supplemented with complete protease inhibitor cocktail). The samples were sonicated 3×10 s to yield sheared DNA fragments between 200 and 700 bp, and lysates were clarified by centrifugation (18,000×. g. 10 min, 4°C). Samples were then incubated with 25 µg of anti-Smad3 antibody or control IgG (anti-flag, Upstate/Millipore, Billerica, MA) for 1 h at 4°C. To reduce nonspecific association, 30 µg of sonicated salmon sperm DNA and 50 µg of BSA (Promega, Madison, WI) were added to each sample. Immunoprecipitation (IP) was carried out using 50 µl of 50% (v/v) Protein A/G PLUS-Agarose beads (Santa Cruz, Santa Cruz, CA) at 4°C overnight. The immune complexes were washed as follows: three times with low-salt wash buffer (10 mM Tris-HCl, pH 8.0; 0.1% SDS; 0.1% sodium deoxycholate; 1% Triton X-100; 1 mM EDTA; 140 mM NaCl), 3 times with high-salt buffer (same as low-salt wash buffer, but with 500 mM NaCl), 2 times with LiCl wash buffer (10 mM Tris-HCl, pH 8.0; 250 mM LiCl; 1% Nonidet P-40; 1% sodium deoxycholate; 1 mM EDTA), and 2 times with TE buffer (20 mM Tris-HCl, pH 8.0; 1 mM EDTA). Elution was performed twice at 65°C for 15 min, first with 200 µl of 1.5% SDS solution, and then with 250 µl of 0.5% SDS solution. Immunoprecipitated DNA-protein complexes were then reverse cross-linked at 65°C overnight and purified by phenol-chloroform extraction and ethanol precipitation with 30 µg glycogen (Roche Diagnostics). The resultant purified DNA was dissolved in 20 µl of water.

### Promoter Microarrays

Purified nucleic acid of ChIP reactions was blunt-ended using T4 DNA polymerase and ligated to linkers (sense strand: 5′-GCGGTGACCCGGGAGATCTGAATTC-3′; anti-sense strand: 5′-GAATTCAGATC-3′) using T4 DNA ligase. Ligation products were amplified using a two-stage (15 cycles followed by dilution and input to a 25 cycle reaction) *Taq* polymerase-based PCR and purified using PCR reaction purification kit (Qiagen, Valencia, CA). Purified PCR products of SMAD3 IP and Mock IP were labeled with cyanine-5 (Cy5) and cyanine-3 (Cy3) florescent dyes (PerkinElmer, Boston, MA), respectively, using the BioPrime® Array CGH Genomic Labeling kit (Invitrogen, Carlsbad, CA). Dye incorporation was verified by Nanodrop spectrophotometer measurement (Nanodrop, Wilmington, DE). Labeled amplified DNA (Cy5 and Cy3) was combined and hybridized to Agilent 44K two-array whole genome promoter sets (Agilent, Santa Clara, CA) for 40 h at 65°C. Arrays were then washed in a series of sodium chloride-sodium citrate (SSC) buffers and acetonitrile, and treated with Agilent stabilization and drying solution for 30 seconds. Arrays were then immediately scanned on a GenePix 4000B scanner in two-color array mode (Cy5/Cy3) yielding an intensity ratio of Cy5 (IP) to Cy3 (mock IP) for each probe.

### ChIP-on-chip Promoter Microarray Analysis

Agilent 44K whole genome promoter arrays contain probes that cover 2000 base pair upstream to 800 base pair downstream of the transcriptional start site for 44,000 published RefSeq genes. The probed areas contain on average four to six separate 60-mer sequences spaced at approximately 300 base pair intervals. Human genome assembly UCSC hg17 which was built based on human genome assembly NCBI35 was used for all genomic analyses (http://genome.ucsc.edu/).

For Agilent promoter microarray analysis, we used a model-based algorithm developed by Capaldi *et. al* [30]. Briefly, the algorithm uses the length distribution of DNA fragments (after sonication) to estimate the shape of a single binding event, as measured by a series of 60-mer probes in each promoter sequence on the array. Once the shape of a binding event at the ChIP-on-chip data is modeled, the method then identifies regions of high occupancy and optimizes the peak position and height (relative enrichment) by fitting the peak shape to the measured data. For each peak, the algorithm enumerates and selects the most probable values for center position and peak height (enrichment) and computes the statistical significance of this peak. The statistical significance of a binding event is estimating by computing an empirical log-likelihood ratio (LLR) *p*-value. In this study, a binding event was defined by a *p*-value less than 0.01 and an estimated peak height (enrichment over control background) greater than 1.5. The peak height was a measurement of enrichment of specific SMAD3 binding to target sequences.

We analyzed SMAD3 ChIP-on-chip data for peaks with and without TGFβ1 stimulation. Each peak was assigned an enrichment value and a *p*-value (the statistical significance of seeing such a peak at random). To differentiate the true target genes of SMAD3 with and without TGFβ1 stimulation, we analyzed the ChIP-on-chip data, and identified genes whose promoter was bound by SMAD3 in at least two of the three array replicates. For this, we used a *p*-value threshold of 0.01 in each of the two replicates. For all peak regions, ±100bp surrounding the peak position were extracted for further analysis. Computational scanning for SMAD3 binding sites was performed using existing SMAD3 matrix from TRANSFAC (release 2010.1, matrix identifier V$SMAD3_Q6) and UniPROBE [31], [32] (UniPROBE Accession number UP00000) as shown in Figure S1. Bound regions were scanned for matrix hits for each of the matrices using a type I cutoff calculated at a p-value of 0.05 [33] where the background score distribution was approximated by sampling 10000 instances of the motif length from the uniform distribution and scoring using the motif matrix. The ChIP-on-chip microarray data was deposited to the GEO database under the accession number GSE28346 (http://www.ncbi.nlm.nih.gov/geo/).

### Gene-Specific PCR Verification

A portion of the ligation-mediated PCR amplified immunoprecipitation product was used for gene-specific PCR reactions (25 cycles) to verify enrichment of promoter regions of the known TGFβ1-responsive genes *SERPINE1* and *SMAD7* as well as the *FOXA2* promoter sequence. PCR was performed using *Taq* DNA polymerase (Invitrogen) in 15 µl reactions according to the manufacturer's protocol.

### Gene Expression Microarrays

For gene expression measurements we used Agilent 4×44K whole human genome microarray kits (Agilent, Santa Clara, CA) according to the manufacturer's instructions. Briefly, 500 ng of total RNA was amplified using an Agilent Low Input Linear Amplification and Labeling kit and resultant cRNA was labeled with Cy3 (10 mM; PerkinElmer, Boston, MA). Cy-3 labeled probes were purified using Qiagen RNeasy Mini kit (Qiagen) according to the manufacturer's protocol. The yield and dye incorporation were confirmed using a Nanodrop spectrophotometer (Nanodrop, Wilmington, DE). Arrays were hybridized for 17 h at 60°C under continuous rotation at ∼20 RPM. The gasket slide coverslips were removed and the slides were sequentially washed with Agilent Wash Buffer 1, Agilent Wash Buffer 2, and acetonitrile for 1 min each and stabilized for 30 seconds in Agilent Stabilization and Drying solution. Arrays were scanned using the Agilent DNA microarray scanner.

DNA microarray feature intensities were measured using Agilent Feature Extraction software 9.5.2. There were three replicates each of four time points (0, 2, 12, and 24 h) of TGFβ1 stimulation, each for vehicle-only control (DMSO) and for SIS3 treatment.

### SIS3 Inhibition of SMAD3 Activity

Specific Inhibitor of SMAD3 (SIS3, EMD Chemicals, Inc., San Diego, CA) is a potent, specific inhibitor of TGFβ1/ALK-5 phosphorylation of SMAD3 while having no effect on SMAD2, p38 MAPK, ERK, or PI 3-K signaling [34]. Cultured A549 cells at 30-50% confluence were treated with 10 uM SIS3 in dimethyl sulfoxide (DMSO), or DMSO (vehicle-only) 30 min prior to TGFβ1 treatment. Cells were treated with 2 ng/mL recombinant TGFβ1 (R&D Systems, Minneapolis, MN) for 0, 2, 12, and 24 h. Total mRNA was extracted using Trizol (Invitrogen) according to the supplier's protocol.

### Expression Microarray Data Analysis and Statistics

Background-subtracted signal intensities of arrays were log-base 2 transformed and then normalized across arrays by cyclic loess in the R statistical package (R-2.6.0). Briefly, cyclic loess normalization as used here involves randomly selecting a subset of 5000 probes for the cyclical fitting of local linear smoothers (loess from the stats package) to MA plots from pairs of arrays, with response variable M (log_2_-transformed intensity ratio) and independent variable A (log_2_ of geometric mean intensity), then adjusting the intensity values of all probes on both arrays in the pair using predicted values from the loess fit. Each iteration is a complete cycle over all pairs of arrays in the data set, and iteration stops once the maximum observed change is less than a specified epsilon, usually only two or three iterations. Since array data often contains multiple (and variable numbers of) probes per gene, the probe intensities were averaged and combined into individual gene intensity values. Individual gene intensities across arrays (*i.e.,* row) were geometric mean normalized to the first time point (0 h control) [35], [36], [37], [38], [39], [40].

The data were analyzed using three separate software packages: first, by permutation test between separate time points in the R statistical programming environment (www.r-project.org/); next by the Significance Analysis of Microarrays (SAM) package from Stanford (www-stat.stanford.edu/~tibs/SAM/) [41]; and finally in the Short Time-series Expression Miner (STEM) package [42], [43]. The STEM program uses a permutation test to quantify the expected number of genes that would have been assigned to each model if the data were random. Thus, a gene expression profile deemed as significant would generate an established pattern similar to other genes in its group and distinctly different from random deviation. The resultant *p*-values are then Bonferroni corrected [42], [43]. The gene expression microarray data was deposited to the GEO database under the accession number GSE26858 (http://www.ncbi.nlm.nih.gov/geo/).

### Electrophoretic Mobility Shift Assay (EMSA)

Cultured A549 at 60–70% confluence were treated with 2 ng/ml recombinant human TGFβ1 (R&D Systems, Minneapolis, MN) for 60 min. Nuclear proteins were isolated as described previously [44]. Nuclear proteins were flash-frozen in liquid nitrogen and stored at −80°C.

Nuclear extracts at 1∶10 dilution and recombinant full length SMAD3 protein (Santa Cruz, Santa Cruz, CA) were incubated with 5′-end Cy5 labeled probe and/or non-labeled competitor oligonucleotide for 20 min at room temperature in a binding buffer consisting of 20% glycerol, 5 mM MgCl2, 2.5 mM EDTA, 25 mM DTT, 200 mM NaCl, 50 mM Tris HCl pH 7.6, and 0.25 mg/mL poly(dI-dC). The oligonucleotides (5′-Cy5-GATTGCTGGTCGTTTGTTGTGGCT-3′, 5′-AGCCACAACAAACGACCAGCAATC- 3′) consisted of nucleotide -42 to -19 relative to the translation start site of *FOXA2* promoter were synthesized (IDT, Coralville, IA). Supershift assay was performed by additionally incubating nuclear extract with 0.4 µg rabbit polyclonal antibody to SMAD3 (Abcam, Cambridge, MA) prior to incubating with oligonucleotide. The protein/DNA complexes were run on a 6% native polyacrylamide gel and visualized on a Typhoon 9400 imaging and documentation system using Cy5dye excitation and fluorescence settings.

### Quantitative Real-Time PCR

A549 cells and human Small Airway Epithelial Cells were grown to 80–90% confluence and treated with 2 ng/mL recombinant TGFβ1 for 0 (control), 2, 12, and 24 h. Total mRNA was extracted using Trizol (Invitrogen) according to the manufacturer's instruction. Total mRNA was normalized to 600 ng and reverse-transcribed using random hexamer priming with a SuperScript kit (Invitrogen). Quantitative PCR was performed using TaqMan Gene Expression Assays specific for *FOXA2* (Hs00232764_m1) and *SERPINE1* (Hs01126604_m1) on an ABI Prism 7900HT (Applied Biosystems, Foster City, CA). To evaluate relative mRNA expression of *FOXA2* and *SERPINE1*, we used *GAPDH* as a reference gene. Relative changes in transcript levels of *FOXA2* and *SERPINE1* as compared to controls are expressed as ΔΔCt values (ΔΔCt  =  ΔCttreated – ΔCtcontrol) using ABI Sequence Detection Software v2.2.2.

### Functional Analysis

#### Network Generation

A data set of significantly bound (ChIP) or up/down-regulated (expression) genes containing gene identifiers and corresponding binding/expression values was uploaded into Ingenuity. Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base [45]. These genes, called focus genes, were overlaid onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. Networks of these focus genes were then algorithmically generated by Ingenuity Pathways Analysis based on their connectivity.

#### Functional Analysis of a Network

The Functional Analysis of a network identified the biological functions that were most significant to the genes in the network. The network genes associated with biological functions and/or diseases in the Ingenuity Pathways Knowledge Base were considered for the analysis. Fisher's exact test was used to calculate a *p*-value determining the probability that each biological function assigned to that network is due to chance alone.

#### Canonical Pathway Analysis

Canonical pathways analysis identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways that were most significant to the data set. A data set of significantly bound (ChIP) or up/down-regulated (expression) genes containing gene identifiers and corresponding binding/expression values was uploaded into in the application and associated with a canonical pathway in the Ingenuity Pathways Knowledge Base. The significance of the association between the data set and the canonical pathway was measured in two ways: 1) A ratio of the number of genes from the data set that map to the pathway divided by the total number of genes that map to the canonical pathway is displayed. 2) Fisher's exact test was used to calculate a *p*-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone. Analyses were also done using MetaCore GeneGo systems biology tools and default parameters of the software. The detailed methods are described at GeneGo (http://www.genego.com/metacore.php) and elsewhere [46], [47].

## Results

### Identification of SMAD3 Target Genes by ChIP-on-chip

To ensure the success of SMAD3-specific ChIP-on-chip analysis, we first confirmed the sensitivity and specificity of SMAD3-specific ChIP assay. Gene-specific amplifications of two well known direct targets of *SMAD3*, *SMAD7* and *SERPINE1* were performed using PCR and the SMAD3-specific ChIP products of human A549 cells (Figure 1A). *SMAD7* and *SERPINE1* were detected in the products of two independent ChIP assays with different antibodies specific for SMAD3. As expected, TGFβ1 enhanced SMAD3 binding to both promoters. For the ChIP-on-chip analysis, binding peaks were identified by the model-based method of Capaldi *et. al* [30] and significant binding was defined as any peak height of at least 1.5. 

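The promoter arrays compared DNA immunoprecipitated with the SMAD3 antibody (SMAD3 IP, labelled with Cy5) with DNA of the anti-flag mock IP (Cy3) in A549 cells, a line derived from a human lung adenocarcinoma. The cells were unstimulated (basal level) or stimulated with 2 ng/ml TGFβ1. The paper's results and figure legends give a stimulation time of 30 min, while its methods and the sample labels give up to 2 h. Here 8 arrays were analysed, with 2 replicates per condition and 2 slides of different probes per replicate, while the methods of the paper describe 3 array replicates on 44K arrays. The authors deposited Cy5 and Cy3 intensities that the Agilent software had background-subtracted, detrended and scaled by a linear factor per dye within each array. After control spots were removed, slide 1 held 237198 probes and slide 2 held 237194, and 1404 probes marked as outliers were left out. The log2 ratio of SMAD3 IP to mock IP was computed for each probe and centred on the median of its array. The signal was low. Per array, 46.9% to 60.8% of probes were well above background in the mock channel and 41.7% to 54.4% in the SMAD3 channel, and the software had replaced 39.1% to 53.0% of mock signals and 45.5% to 58.3% of SMAD3 signals by surrogate values. The program of Capaldi et al. was not used here. In its place, a peak with the shape given by fragments of 200 to 700 bp was fitted to the probes of each gene, with its centre on a grid of 25 bp. A gene carried a median of 26 probes, a median of 171 bp apart. The p-value of a peak was a permutation p, from the log-likelihood ratios of peaks fitted to log ratios shuffled between probes (10 shuffles). A gene was called bound with p under 0.01 in both replicates and a peak height, fitted jointly to both, over 1.5. On simulated data with the noise of these arrays, peaks put in at a height of 4 were called in 0% of genes in both conditions. Peaks put in at a height of 32 were called in 68% of genes at the basal level and in 50% after stimulation. The simulated noise was independent between replicates, while that of the real replicates may be shared. Changes between the conditions were tested with limma on the mean log2 ratio of the probes within 250 bp of a centre fitted jointly to all 4 replicates, with Benjamini-Hochberg adjustment. The small number of arrays limits the precision of every value.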

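Among 17241 genes with at least 4 probes, 602 were called bound at the basal level and 468 after TGFβ1 stimulation. When the log ratios were reversed in sign, so that the same rule called peaks of mock IP over SMAD3 IP, 1752 genes passed at the basal level and 1768 after stimulation. The peak heights of the bound genes ranged from 9.13 to 2574 at the basal level, with a median of 68.6, and from 10.7 to 6794 after stimulation, with a median of 123. Peaks that rested on a single probe made up 30.2% of the bound genes at the basal level and 36.1% after stimulation. There were 21 genes bound in both conditions, where 16.3 would be expected by chance. The genes that the paper lists as bound (Table S1 and S2) were matched to the arrays by their symbols or synonyms. Of 327 matched genes of Table S1, 12 (3.67%) were bound at the basal level, compared with 3.49% of all tested genes. Of 452 matched genes of Table S2, 14 (3.10%) were bound after stimulation, compared with 2.71% of all tested genes. Across genes, the mean log2 ratio at the peak correlated between the replicates with a Pearson r of 0.908 at the basal level and 0.927 after stimulation, although genes are not independent replicates. The counts moved most when the p-values were taken from peaks fitted to the sign-reversed log ratios, which left 143 and 106 bound genes.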

A total of 350 and 469 genes met the binding criteria at the basal level and after 30 min TGFβ1 stimulation, respectively (Table S1 and S2). 

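COL7A1 (chromosome 3), SMAD6 (chromosome 15), SMAD7 (chromosome 18), TGFB1 (chromosome 19), LTBP3 and TAGLN (chromosome 11) are known targets. None of these 6 genes was called bound in either condition, and the lowest permutation p of a single replicate was 0.0852. With the log ratios reversed in sign, COL7A1 and SMAD6 were called in both conditions. The reversed heights at the basal level and after stimulation were 23.9 and 129.8 at COL7A1 and 95.7 and 54.6 at SMAD6. SMAD7, TGFB1, LTBP3 and TAGLN were not called in that direction. The peak heights of the 6 genes for SMAD3 over mock ranged from 1.49 to 5.82 at the basal level and from 1.75 to 6.96 after TGFβ1 stimulation, and 3 of the 6 were higher after stimulation. In these 3 genes the peaks of both conditions lay at different probes, at 319 and 27188 bp from the annotated start in COL7A1, at -2346 and 246 bp in SMAD7 and at 638 and -1066 bp in LTBP3. Peaks put into simulated data at a height of 8 were called in 2% of genes at the basal level and 0% after stimulation, so that no peak of the heights of these 6 genes was detectable at this noise. COL7A1 had heights of 1.49 and 1.75, LTBP3 of 1.85 and 1.92 and SMAD7 of 5.82 and 6.96 at the basal level and after stimulation, respectively. SMAD6 had 4.59 and 2.68, and TGFB1 2.08 and 1.83. None of the 6 directions held in every setting, and those of COL7A1, SMAD6, TGFB1 and LTBP3 changed with a single replicate left out. That of TGFB1 also changed with normexp, loess, the series matrix values and fragments of up to 1000 bp. That of LTBP3 also changed with normexp and with 3 neighbouring probes. Without replicate 1 the stimulated height was 4.59 for SMAD6 and 2.33 for TGFB1, and without replicate 2 it was 1.75 for LTBP3, while the basal height of COL7A1 was then 2.33. With only probes well above background SMAD7 had heights of 14.6 and 6.96. At the centre of SMAD7 fitted jointly to both conditions, at -2346 bp from the annotated start, the log2 ratio fell by 1.89 (standard error 0.17, limma adjusted p 0.0025), from 2.37 ± 0.05 to 0.47 ± 0.16 (SD, n = 2), and both stimulated replicates were lower than both basal ones. Of the 3 probes there, 2 were well above background in the SMAD3 channel after stimulation. The median change of all genes tested was -0.13. With the normexp correction, the log2 change of SMAD7 was -0.41 (limma adjusted p 0.766). The log2 change was 0.46 at COL7A1 (standard error 0.36, limma adjusted p 0.380) and -0.14 at SMAD6 (standard error 0.36, limma adjusted p 0.789). The log2 change of SMAD6 passed the threshold as a rise with only probes well above background (0.73, limma adjusted p 0.0368) and with the single probe nearest the centre (1.51, limma adjusted p 0.0125). Among the 6 genes, limma called 1 higher and 1 lower, and 2 were called when adjusted over the list alone. This count is not independent evidence, since the paper reports increased binding at these known targets from ChIP-on-chip of the same study. The median log2 change of the full list of 7 known targets was 0.09, with a camera p of 0.297 and a fry p of 0.20 in limma. The fry p was 0.0092 without TGFβ1-stimulated replicate 1 and 0.0103 with the single probe nearest the centre. The median was -0.15 with probes within 500 bp of the centre. From the peak heights in its own fits, the paper states that TGFβ1 stimulation increased the binding intensities at these promoters (Fig. 1B-G).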

The promoter with most abundant binding of SMAD3 after TGFβ1 stimulation was *SERPINE1* with a relative peak height of 3.47 and 10.40 for basal condition and TGFβ1 stimulation, respectively, Similarly, the binding intensities were increased by TGFβ1 stimulation for additional known TGFβ1-responsive genes including *COL7A1*, a component of extracellular matrix, *SMAD6* and *SMAD7*, inhibitory SMAD proteins involved in inhibiting intracellular effects of TGFβ signaling, TGFβ1, and Latent Transforming Growth Factor Binding Protein 3 (LTBP3), TGFβ1 binding protein (Figure 1b). In addition, enhanced binding of SMAD3 by TGFβ1 to transgelin (*TAGLN*), a previously reported TGFβ1/SMAD3 target and marker of EMT and cell mobility, was also detected [48]. 

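TAGLN, on chromosome 11, had a peak height of 2.81 at the basal level (2.73 and 2.89 in the single replicates) and 2.30 after TGFβ1 stimulation (2.24 and 2.48). The permutation p was 0.358 and 0.347 in the basal replicates and 0.537 and 0.500 in the stimulated ones, and TAGLN was not called bound in either condition. At the centre fitted jointly to all 4 replicates, 2103 bp downstream of the annotated start, the mean log2 ratio rose from 0.17 ± 0.01 to 1.76 ± 0.10 (SD, n = 2). This log2 change of 1.59 (standard error 0.16, limma adjusted p 0.0033) came from 2 probes, of which 1 was well above background in each channel. The log2 change of TAGLN was 0.26 with loess normalization (limma adjusted p 0.331), 0.32 with the normexp correction, 0.15 with probes within 500 bp of the centre and 0.0039 for the probe nearest the centre. In these settings the change did not pass the threshold. It passed with the series matrix values (1.72, limma adjusted p 0.0021), with only probes well above background (3.17, limma adjusted p 0.00068), with a replicate block, with separate fits per slide and without each replicate.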

Impressively, scanning for matches to known SMAD3 matrices revealed that 70% of the sequences bound by SMAD3 only after TGFβ1 induction had the Smad3 canonical motif (for the TRANSFAC matrix (Figure S1); 57% for the primary SMAD3 matrix from UniPROBE), while 80% had the previously reported alternative Smad3 GC-rich binding motif [49] (for the secondary SMAD3 matrix from UniPROBE).

**Figure 1:**
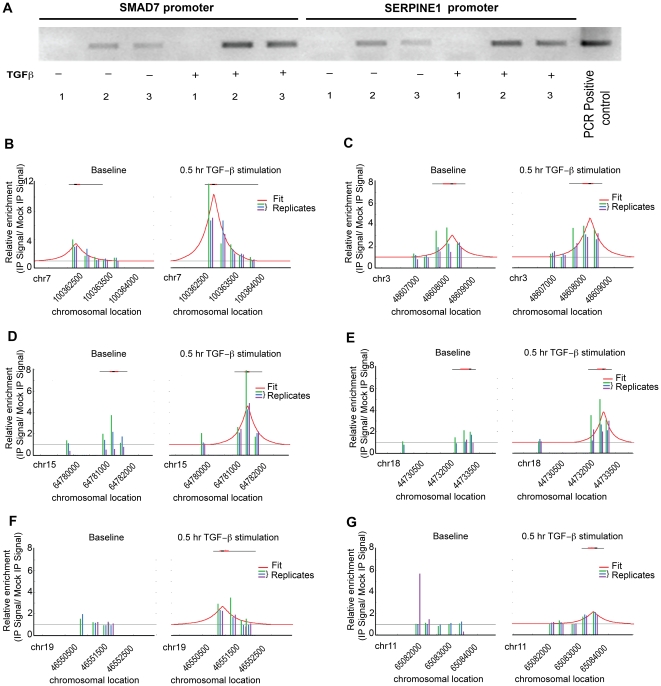
Enhanced SMAD3 binding to known target genes through TGFβ1 stimulation. A: *SMAD7* and *SERPINE1* promoters were amplified using the ligation-mediated PCR amplified immunoprecipitation product and gene specific primers. (1) Mock IP (anti-flag Ab); (2) anti-SMAD3 Ab (Upstate Biosciences); (3) anti-SMAD2,3 Ab (BD Biosciences). B-G: Enhanced SMAD3 binding to target promoters through exogenous TGFβ1 stimulation. The left panel illustrates baseline promoter binding of SMAD3 and the right panel shows promoter binding after 30 min 2 ng/mL TGFβ1 stimulation. The known SMAD3 target genes *SERPINE1*, *COL7A1*, *SMAD6*, *SMAD7*, *TGFB1*, and *LTBP3* are shown in B-G, respectively.

### Correlation of Promoter Binding by SMAD3 and Altered Gene Expression by TGFβ1

In addition to SMAD3 specific ChIP-on-chip, global gene expression was also analyzed using A549 with or without TGFβ1 stimulation. Gene expression microarray results were consistent with many of the known TGFβ1/SMAD3-responsive elements (Figure 2, left panel). As shown in these heat maps, *SERPINE1*, *SMAD6*, *SMAD7*, *TGFβ1*, SMAD specific E3 ubiquitin-protein ligase 1 (*SMURF1*), a ubiquitin ligase that is specific for receptor-regulated SMAD proteins in the bone morphogenetic protein (BMP) pathway, and Connective Tissue Growth Factor (*CTGF*) were highly upregulated after TGFβ1 simulation. To determine whether these TGFβ1 effects were a direct result of SMAD3 function, we used SIS3, a specific inhibitor of TGFβ1 induced SMAD3 phosphorylation (Figure 2, right panel). Addition of SIS3 reversed the effects of TGFβ1 on these target genes and the degrees of these inhibitory effects were gene specific.

**Figure 2:**
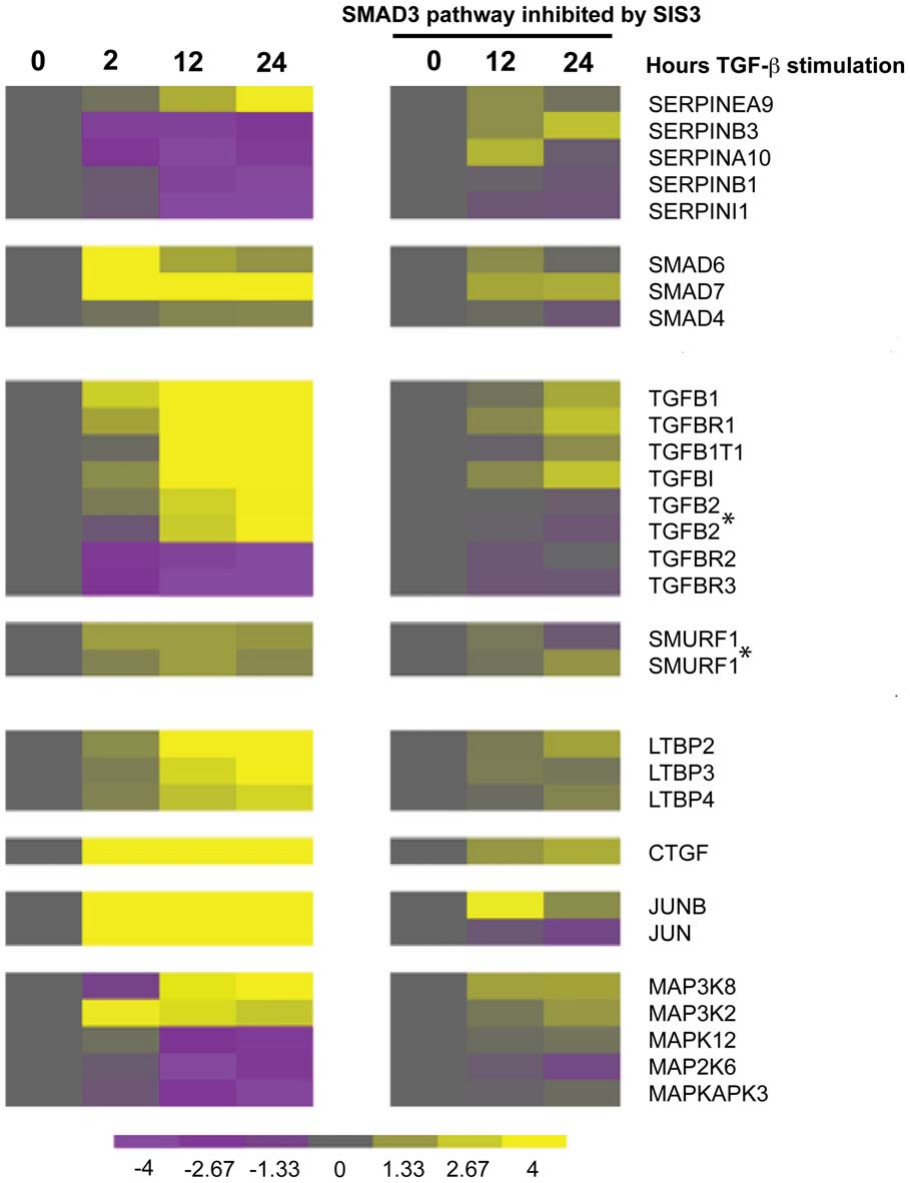
Gene expression levels of known TGFβ1/SMAD3 target genes. Heat map of average expression values for genes known to be affected by the TGFβ1/SMAD3 pathway by microarray analysis. Color intensity values correspond to log_2_ of absolute intensity and reach saturation on the heat map at value 4 to preserve dynamic range at lower values. The time series is in hour after TGFβ1 stimulation and vehicle only (DMSO; left) and with TGFβ1 stimulation and also inhibition of SMAD3/ALK5 phosphorylation by Specific Inhibitor of SMAD3 (SIS3) (right). The gene expression profiles on the left (non-SIS3-treated) were all identified as significantly up- or down-regulated (p<0.00001) by STEM as described in the method section. A * indicated microarray results from two distinct DNA probes of the same gene.

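Changes in the log2 ratio of SMAD3 IP to mock IP between the basal level and TGFβ1 stimulation could be tested at 15660 genes. limma called 2518 genes higher and 4089 genes lower after stimulation at a false discovery rate of 0.05. The peak centres were chosen from the same log ratios, so that these counts hold for chosen sites only. Over all 472988 probes, with no peak chosen, limma called 22.9%. For the probe nearest the centre it called 2731 genes higher and 4453 lower. With the normexp background correction it called 721 genes higher and 832 lower among 13446 tested. The highest rises were found at LRRC48, with a log2 ratio of -4.02 ± 0.11 at the basal level and 9.23 ± 1.15 after stimulation (SD, n = 2), and at NOPE, with -4.55 ± 0.27 and 8.65 ± 0.38. The log2 change was 13.25 at LRRC48 (standard error 0.59, limma adjusted p 0.00038) and 13.20 at NOPE (standard error 0.28, limma adjusted p 0.00014), each at a single probe. The largest falls were at CCIN, from 8.80 ± 0.89 to -6.50 ± 0.42 (SD, n = 2), again at a single probe, and at FKBP6. The single probe of FKBP6 was not well above background in the mock channel at the basal level and in the SMAD3 channel after stimulation, so that no ratios are given for it. Over the probes of slide 1, log2 mock IP signals correlated with an r of 0.919 and 0.982 between the replicates of a condition and of 0.699 on average between arrays of different conditions, a correlation across probes that are not independent. For the SMAD3 IP signals the average between conditions was 0.819, so that the mock IP differed more. FGB had a peak height of 1.16 at the basal level and 6.06 after stimulation, and the single probe at its joint peak was not well above background in the mock channel in either condition. EPS8 had heights of 2.89 and 3.27, and PDE7B of 2.33 and 2.00. The log2 change was -0.26 at EPS8 (standard error 0.17, limma adjusted p 0.309) and -0.20 at PDE7B (standard error 0.66, limma adjusted p 0.838). With the normexp correction, the log2 change of EPS8 was 0.0072 and the log2 change of PDE7B was 0.20.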

To correlate SMAD3-bound target genes identified by ChIP-on-chip and gene expression analysis, we have analyzed the top 57 genes with the highest changes in the ChIP binding values and their corresponding gene expression at 0, 2, 12, and 24 h TGFβ1 treatment (Figure 3). Generally, the expression levels of the genes with the highest binding index on ChIP-on-chip were changed on the gene expression microarray. Although the expression levels of most target genes were up-regulated by TGFβ1, down regulation of target gene expressions were observed in *FOXA2*, fibrinogen beta chain (*FGB*), epidermal growth factor receptor pathway substrate 8 (*EPS8*), and phosphodiesterase 7B (*PDE7B*). FOXA2 is a known transcription factor in lung development. The repression of *FOXA2* expression was observed at 2 h post treatment and persisted throughout the induction. Addition of SIS3 abolished most of the stimulatory/inhibitory effects of exogenous TGFβ1 administration.

**Figure 3:**
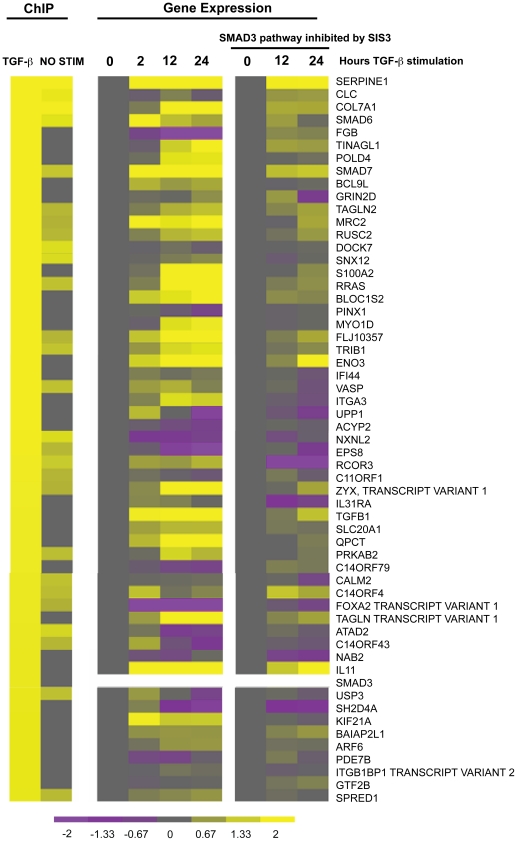
Correlation of promoter binding by SMAD3 and altered gene expression by TGFβ1. Heat map illustrate the genes with highest ChIP binding values (left-most heat map columns) before and after TGFβ1 treatment alongside their respective gene expression microarray intensities (middle heat map columns). Color intensity values correspond to log_2_ of absolute intensity and reach saturation on the heat map at value 4 to preserve dynamic range at lower values. Pre-treatment of A549 cells with SIS3 is shown to attenuate the TGFβ1 gene expression response (right-most heat map columns).

### Signal Pathways of the SMAD3-bound Target Genes

We have performed Ingenuity Pathways Analysis to identify signal pathways associated with the SMAD3-bound target genes of TGFβ1 stimulated human A549 cells (Figure 4A). The most important signal pathway was TGFβ signaling and it included approximately 10% of bound genes. Other prominent signaling pathways included glucocorticoid receptor, ERK/MAPK and integrin signaling, which were consistent with known interactions of TGFβ1. In addition, pyruvate metabolism, G-protein coupled receptor signaling, leukocyte extravasation signaling and citrate cycles were also identified. A combined analysis of gene expression microarray and ChIP-on-chip of TGFβ1 treated A549 cells was performed using MetaCore GeneGo system biology analysis tools (Figure 4B). Among the top biological pathways identified by both ChIP-on-chip and microarray, TGFβ receptor signaling remained to be the most significant associated pathway. Interestingly, three of the top 10 pathways were associated with cytoskeleton remodeling (pathways 2, 4, and 7) and 4 of them were associated with cell adhesion related pathways (pathways 5, 6, 9, and 10).

**Figure 4:**
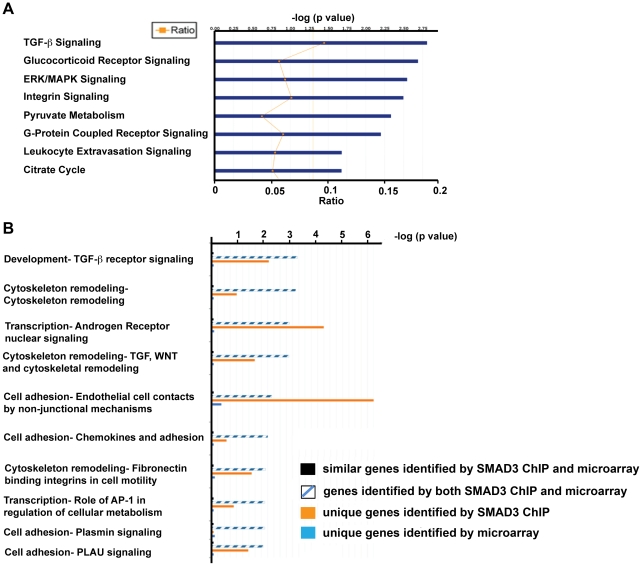
Signal pathways of the SMAD3-bound target genes. A: ChIP SMAD3-bound target genes grouped by signaling pathway and ranked in order of statistical significance. The ratio of genes (orange line) refers to number of genes involved in pathway divided by total genes; approximately 10% of bound genes are identified as belonging to the known TGFβ1 signaling pathway. Other prominent signaling pathways include ERK/MAPK and integrin signaling, which is consistent with known interactions of TGFβ1. Data and image generated using Ingenuity Pathways Analysis. B: Combined gene expression microarray and ChIP-on-chip data grouped by biological process using MetaCore GeneGo systems biology analysis tools [46], [47]. The top 10 identified pathways are shown. The solid blue and orange bars represent the -log *(p*-value) for unique genes identified by the TGFβ1-induced gene expression and the ChIP SMAD3-bound genes, respectively. The stripped blue bars represent the -log (*p*-value) for common genes identified by both TGFβ1-induced gene expression and ChIP SMAD3-bound genes. The black bars represent the -log (*p*-value) for similar genes identified by both TGFβ1-induced gene expression and ChIP SMAD3-bound genes.

### Validation of Gene Expression Changes by Quantitative Real Time PCR

To verify the efficacy of both TGFβ1 stimulation as well as the inhibitory efficiency of SIS3 treatment in A549 cells, mRNA levels of the highest responsive gene *SERPINE1* and *FOXA2*, one of the down regulated genes, were determined by quantitative real-time PCR (Figure 5A and 5B). *SERPINE1* levels increased approximately 10, 25 and 36 folds at 2, 12, and 24 h TGFβ1 stimulation. Conversely, *FOXA2* levels were repressed by approximately 70-80% at 2, 12, and 24 h. The stimulation and repression effects were largely abrogated by SIS3 treatments, suggesting that it was mediated specifically and directly through the TGFβ1/SMAD3 pathway. To assess whether these effects were specific only to the A549 cell line, *SERPINE1* and *FOXA2* mRNA levels were also measured in primary human small airway epithelial cells (SAEC) (Figure 5C). *FOXA2* mRNA levels were measured in relation to *SERPINE1* as a verification of TGFβ1/SMAD3 pathway induction. *SERPINE1* level was increased steadily and monotonically by over 2-fold during 24 h stimulation while the *FOXA2* mRNA was repressed at similar level as that observed in A549 cells. The qRT-PCR results in both A549 and human primary SAECs suggested that TGFβ1 modulated mRNA expression of *SERPINE1* and *FOXA2* in pulmonary epithelial cells through SMAD3.

**Figure 5:**
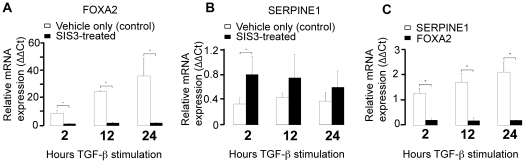
Quantitative analysis of *SERPINE1* and *FOXA2* gene expression. A and B: Quantitative real-time PCR of *SERPINE1* (A) and *FOXA2 (B)* gene expression levels in human A549 cells after 2, 12, and 24 h of stimulation with 2 ng/ml exogenous TGFβ1 and the specific SMAD3 inhibitor, SIS3, or a vehicle-only control (DMSO). The asterisk denotes a highly statistically significant (*p*<0.001; n = 3) difference at each time point between SIS3-treated and vehicle-only controls after TGFβ1 treatment. C: Quantitative real-time PCR of *SERPINE1* and *FOXA2* levels in human Small Airway Epithelial Cells (SAEC) at 2, 12, and 24 h TGFβ1 treatment in relation to control (no TGFβ1). The asterisk denotes a statistically significant (*p*<0.01; n = 3) difference at each time point for *SERPINE1* and for *FOXA2* at 24 h with respect to no TGFβ1 treatment (time zero).

### *FOXA2* Promoter as a Direct Target of SMAD3

Since the gene expression study demonstrated *FOXA2* as a novel target of TGFβ1/SMAD3 pathway, we analyzed the direct binding of SMAD3 to its promoter. 

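FOXA2, on chromosome 20, was covered by 50 probes. In the peak fits the permutation p was 0.612 and 0.619 in the basal replicates and 0.404 and 0.448 in the stimulated replicates, so that FOXA2 was not called bound in either condition. Peaks put into simulated data at a height of 4, above the fitted heights of FOXA2, were called in 0% of genes. The missing call is therefore no evidence against binding. The log2 ratio was taken around the centre fitted jointly to all 4 replicates, 1895 bp downstream of the annotated start. It was 0.70 ± 0.02 (SD, n = 2) at the basal level and 0.79 ± 0.04 (SD, n = 2) after TGFβ1 stimulation. Its log2 change of 0.09 (standard error 0.15) had an adjusted p of 0.688 in limma. Both probes at this centre were well above background in both channels. With probes within 500 bp of the centre, the log2 change of FOXA2 was -0.48 (limma adjusted p 0.0469).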

Significant binding of SMAD3 to *FOXA2* promoter was detected after TGFβ1 stimulation in ChIP-on-chip analysis (Figure 6A). The maximum peak height was 1.41 for basal level and 2.62 after TGFβ1 stimulation. 

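In the fits to the arrays analysed here, the peak height of FOXA2 was 3.43 at the basal level (3.41 and 3.43 in the single replicates) and 2.85 after TGFβ1 stimulation (2.87 and 2.83). It was higher after stimulation with the normexp correction (1.89 and 2.55) and with fragments of up to 1000 bp (2.19 and 2.71). The peak centre was nearest to a probe 1639 bp downstream of the annotated transcription start at the basal level and to a probe 1895 bp downstream after stimulation. With only centres from 2000 bp upstream to 800 bp downstream of the start, the height was 1.0 in both conditions, the value for no peak.

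**Figure D1:**
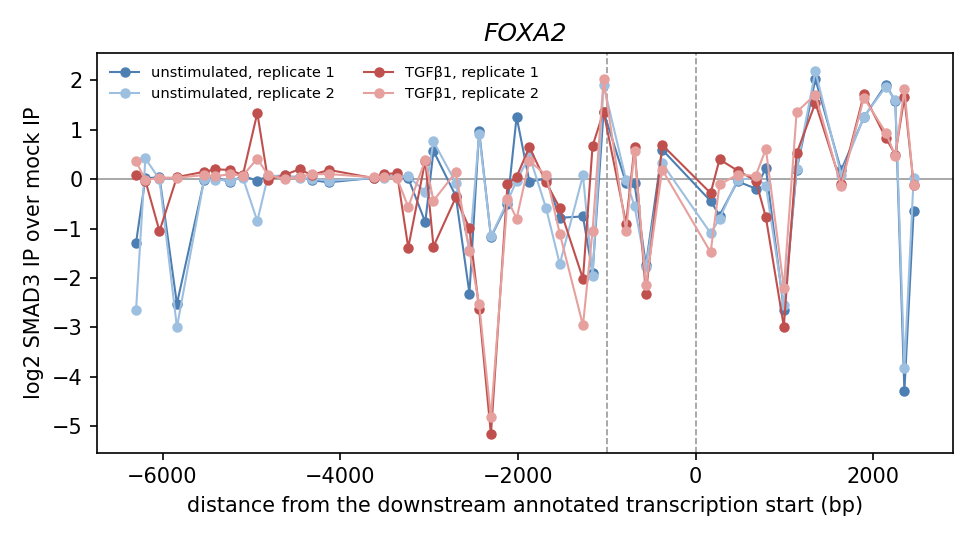
Log2 ratio of SMAD3 IP to mock IP at the 50 probes of FOXA2 (vertical axis, median-centred per array) by distance in bp from the more downstream of its 2 annotated transcription starts (horizontal axis), with both starts as dashed lines, at 0 and at -994 bp. Each line joins the probes of a single replicate, blue for the basal level and red for TGFβ1 stimulation. The highest value over all probes was 2.03 and 2.19 in the basal replicates and 1.72 and 2.03 in the stimulated replicates.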

The gene expression of *FOXA2* was reduced by TGFβ1 stimulation and SIS3 significantly abolished this effect at both 6 h and 24 h treatment (Figure 6B). We complemented the ChIP-on chip results by performing EMSA using both SMAD3 recombinant protein and nuclear extract of TGFβ1 stimulated A549 cells and a DNA probe specific for the *FOXA2* promoter (Figure 6C). Specific binding was detected for both recombinant SMAD3 and nuclear extracts. Two protein complexes were identified using recombinant SMAD3 protein (denoted as 1) and competition with unlabeled probes partially abolished both complexes. With nuclear extracts of TGFβ1 stimulated A549 cells, one of these complexes (upper one) was detected in addition to a new protein complex (denoted as 2). Similarly, unlabeled probe competition was able to partially abolish both complexes. The presence of SMAD3 in the complexes associated with nuclear extracts was verified by a supershift analysis using an antibody specific to SMAD3. The supershifted complex was denoted as 3 in Figure 6C. Taken together, we have demonstrated that *FOXA2* promoter was a direct target of SMAD3 protein and its expression was down-regulated by TGFβ1 in pulmonary epithelial cells.

**Figure 6:**
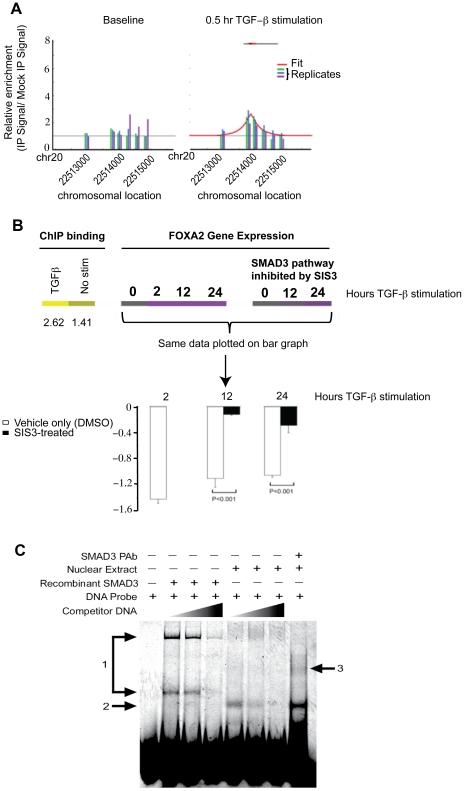
*FOXA2* promoter as a direct target of SMAD3. A: ChIP promoter binding profile of *FOXA2*, baseline (left) and after 30 min 2 ng/ml TGFβ1 stimulation (right). Each bar height indicates respective array signal intensity for that probe. Values from the three promoter array replicates are shown (green, blue, purple, respectively). If the binding was statistically significant, the binding curve (red) is also included and shows the fitted peak shape. B: Heat map illustration specifically of *FOXA2* ChIP binding values (left) with respective gene expression microarray intensities with and without SIS3 treatment (right and far right, respectively). The microarray expression values are plotted in a bar graph (bottom) and show significant repression (white bars) of *FOXA2* during a time course of TGFβ1 treatment that is largely abolished by SIS3 treatment (black bars). C: Electrophoretic mobility shift assay shows specific binding of the SMAD3 protein (lanes 2-4) and nuclear extract from TGFβ1-stimulated A549 cells (lanes 5-7). Lanes 3/6 and 4/7 contain non-labeled competitor *FOXA2* promoter sequence DNA, 40 ng and 200 ng, respectively. Lane 8 contains a polyclonal Ab against SMAD3 and has a supershift band (3).

## Discussion

Despite its well-known role as a mediator of TGFβ1 signaling, a comprehensive list of SMAD3 binding targets is not available. To identify SMAD3 binding targets on a genome-wide scale, we performed chromatin immunoprecipitation for SMAD3 in a human lung alveolar epithelial carcinoma cell line A549 and identified its binding targets using promoter region microarrays (ChIP-on-chip). Additionally, a global gene expression analysis was performed in the same cells before and after stimulation with TGFβ1. Analysis of both ChIP-on-chip and gene expression microarray using computational approaches revealed multiple target molecular pathways affected by the TGFβ1/SMAD3 pathway. We have identified a novel TGFβ1/SMAD3 target gene, *FOXA2*, a key regulator of embryonic lung development as well as proper function of the mature lung [50], [51]. Identification of global targets and molecular pathways associated with TGFβ1/SMAD3 pathway will provide insights to its function and lead to better understanding of its important roles in multiple cellular processes.

SMAD3 is a well-known mediator of TGFβ induced-fibrosis. Lack of SMAD3 in mice confers resistance to TGFβ, injury, or inflammation mediated renal and lung fibrosis [52], [53], [54] as well as chemical-induced liver and pancreatic fibrosis [55], [56]. Despite this key role, to the best of our knowledge, this is the first global assessment of SMAD3 targets using ChIP-on-chip technology. Interestingly, genes associated with TGFβ pathway accounted for 10% of directly bounded genes by SMAD3, but many of the pathways affected by TGFβ1/SMAD3 identified using a combination of ChIP-on-Chip and microarray analysis were consistent with the roles of TGFβ in development, fibrosis and cancer. Additionally, multiple known genes associated with EMT and IPF were affected by TGFβ1/SMAD3, including the recently reported *S100A2, RRAS, MYO1D (* Table S3 *)* [40], *SERPINE1* [57] and *TAGLN* [58].

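On the promoter arrays, none of S100A2, RRAS and MYO1D was called bound in either condition. Peaks put into simulated data at a height of 4 were called in 0% of genes, so that the missing calls are no evidence against binding. With the log ratios reversed in sign, RRAS was called at the basal level, with a height of 176. The peak height was 3.12 at the basal level and 2.22 after TGFβ1 stimulation for S100A2, 3.61 and 2.51 for RRAS, and 2.55 and 2.27 for MYO1D. At the joint peak of S100A2, a single probe 2166 bp downstream of the annotated start, the log2 ratio was 2.61 ± 0.82 (SD, n = 2) at the basal level and 0.06 ± 0.06 after stimulation. It fell by 2.54 (standard error 0.43, limma adjusted p 0.0145). The call was lost when either stimulated replicate was left out, with limma adjusted p-values of 0.104 and 0.107, and with the normexp correction the log2 change of S100A2 was 0.13. The log2 change of RRAS was 1.29 (standard error 0.37, limma adjusted p 0.0553) at a single probe, and -5.07 with the normexp correction (limma adjusted p 0.0046). It passed the threshold as a rise with loess (1.47, limma adjusted p 0.0478), with the series matrix values (1.43, limma adjusted p 0.0430), with only probes well above background (limma adjusted p 0.0432) and with a replicate block (limma adjusted p 0.0206). The log2 change of MYO1D was -0.48 (standard error 0.15, limma adjusted p 0.0737). It passed the threshold as a fall with the single probe nearest the centre (-2.32, limma adjusted p 0.0022) and with separate fits per slide (limma adjusted p 0.0444), and was 0.18 with the normexp correction.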

In this study, we identified a novel connection between the TGFβ1/SMAD3 transcriptional regulatory pathway and FOXA2, a transcription factor vitally necessary for lung development and function [50], [59], [60], [61], [62], [63]. TGFβ1 is a known regulator of pulmonary surfactant levels and is known to suppress levels of surfactant protein B (SFTPB) and SFTPC specifically through thyroid transcription factor (TTF-1). Pulmonary surfactants are lipoprotein complexes produced by type II alveolar epithelial cells [64] and play important roles in lung development and normal lung function. Similarly, TTF-1 is also a critical transcription factor in lung development and it is regulated by FOXA2 [65], [66], [67], [68]. Previously it was argued that FOXA2 regulates TTF-1 levels and SFTPB/C through protein-protein interactions [65], [66]. However, the current data strongly suggests that SMAD3 directly binds the promoter of FOXA2 and regulates its activity at the transcriptional level. TGFβ1 selectively activates or represses specific surfactant genes and these regulations are time dependent (data not shown). The exact transcriptional regulatory mechanisms of surfactants through the TGFβ1/SMAD3/FOXA2 regulatory chain remain to be elucidated.

This study provided a comprehensive list of SMAD3 binding targets and global molecular analysis of TGFβ1/SMAD3 signaling networks in the human A549 lung alveolar epithelial cell line. In this context it is important to mention that A549 cells are human alveolar basal epithelial cells derived originally from an explanted adenocarcinoma of the lung. While A549 cells do not necessarily share all features of alveolar epithelial cell, they are commonly used to study pathways and mechanisms relevant to the lung alveolar epithelium because they express alveolar type II markers such as SFTPA2, ZO1 and SFTPC [69], [70], [71]. In our case, we used A549 cells as an *in-vitro* screening tool for identifying specific targets of SMAD3 binding in a lung epithelial cell system. While we believe that the majority of identified SMAD3 target genes in A549 cells are likely to be also true for primary epithelial cells it is plausible that binding targets that require SMAD3 and additional co-factors, only expressed in normal epithelial cells, may not be fully represented in our system. Thus validation of specific TGFβ1/SMAD3 targets in human primary cells is probably needed to focus on specific pathways as we did in the case of *FOXA2* and *SERPINE1*. Naturally, our comprehensive list of SMAD1 targets in A549 cells will be of interest also to cancer researchers because of the role of TGFβ1/SMAD3 signaling in lung cancer [72], [73], [74] and because A549 is also often used in lung cancer research. The analyses of both baseline and after stimulation ChIP-on-chip enhance the mechanistic value of our observations and allow more insights into the pathways recruited in response to TGFβ1/SMAD3 signaling.

In conclusion, the availability of a comprehensive list of SMAD3 signaling targets in response to TGFβ1 stimulation, the analysis of the transcriptional and molecular networks associated with this pathway in lung epithelial cells will improve our understanding of the effects of TGFβ1/SMAD3 signaling in fibrosis and cancer. The discovery of the direct effect of TGFβ1/SMAD3 on FOXA2, a major player in lung development and surfactant production and a key regulator of epithelial cell phenotype, should have significant impact on our understanding of the phenotype of lung alveolar epithelial cells in fibrosis and carcinogenesis and should encourage further research into the role of this molecule in fibrosis.

## Supporting Information

Figure S1 **SMAD3 matrices used for the computational scanning of the SMAD3 binding site.** A: SMAD3 matrix from TRANSFAC (release 2010.1, matrix identifier V$SMAD3_Q6). B and C: SMAD3 matrices from UniPROBE (UniPROBE Accession number UP00000, Smad3_primary and Smad3_secondary). All three SMAD3 matrices were used for the computational scanning. Bound regions were scanned for matrix hits for each of the matrices using a type I cutoff calculated at a *p*-value of 0.05 where the background score distribution was approximated by sampling 10000 instances of the motif length from the uniform distribution and scoring using the motif matrix.
(TIF) Click here for additional data file.

Table S1 **ChIP-on-chip Significant Bound Genes of Non-stimulated A549 Cells.**
(DOCX) Click here for additional data file.

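Table S1 lists 350 genes with peak heights between 1.5 and 4.77 and a median of 1.7, values that are the paper's. For the 327 genes matched to the arrays analysed here, the fitted peak height at the basal level had a median of 2.23, which was also the median of all genes. Across these genes, Spearman's rho between the heights of Table S1 and the fitted heights was -0.14, and genes are not independent replicates. Of the highest genes of the table, NDUFA3 had a fitted height of 6.5 at the basal level (permutation p 0.191 and 0.202) and OSCAR of 1.32 (permutation p 0.737 and 0.693). SLC16A9 and SRPX2 had heights of 1.00 at the basal level, the value for no peak. SRPX2 was called bound after TGFβ1 stimulation, and none of the 3 probes at its joint peak was then well above background in the mock channel.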

Table S2 **ChIP-on-chip Significant Bound Genes of TGFβ1-stimulated A549 Cells.**
(DOCX) Click here for additional data file.

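Table S2 gives 469 genes with a median peak height of 1.92, which is the paper's value. The 452 genes matched to the arrays had a median fitted height of 2.31 after TGFβ1 stimulation, compared with 2.0 for all genes. Spearman's rho across these genes was 0.0058 between the heights of Table S2 and the fitted ones. CCDC129 and PPP1R13L were matched genes among the highest of the table, with fitted heights of 1.55 (permutation p 0.819 and 0.833) and 1.08 (permutation p 0.930 and 0.913). The highest fitted peak after stimulation was at SLC25A12, with a height of 6794 at a single probe, where the probe was well above background in both channels. ISCA2 had a height of 3848, and 1 of the 3 probes at its joint peak was well above background in the mock channel. AMPD2 and GNAT2 shared a high peak whose 2 probes were not well above background in the mock channel, so that no height is given for it. The paper lists ISCA2 in Table S2 with a height of 1.55. Tables S1 and S2 share 66 genes.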

Table S3 **SMAD3 Target Genes that are Changed in IPF Lungs.**
(DOCX) Click here for additional data file.

# Supplementary material for: High Throughput Determination of TGFβ1/SMAD3 Targets in A549 Lung Epithelial Cells
**Source:** PLoS One. 2011 May 20;6(5):e20319. doi: 10.1371/journal.pone.0020319
**Supplement:** Table S1 — ChIP-on-chip Significant Bound Genes of Non-stimulated A549 Cells.

**Table S1. ChIP-on-chip Significant Bound Genes of Non-stimulated A549 Cells**

# Supplementary material for: High Throughput Determination of TGFβ1/SMAD3 Targets in A549 Lung Epithelial Cells
**Source:** PLoS One. 2011 May 20;6(5):e20319. doi: 10.1371/journal.pone.0020319
**Supplement:** Table S2 — ChIP-on-chip Significant Bound Genes of TGFβ1-stimulated A549 Cells.

Table S2. ChIP-on-chip Significant Bound Genes of TGFβ1-stimulated A549 Cells

# Supplementary material for: High Throughput Determination of TGFβ1/SMAD3 Targets in A549 Lung Epithelial Cells
**Source:** PLoS One. 2011 May 20;6(5):e20319. doi: 10.1371/journal.pone.0020319
**Supplement:** Table S3 — SMAD3 Target Genes that are Changed in IPF Lungs.

**Table S3. SMAD3 Target Genes that are Changed in IPF Lungs**

| **Gene ID** | **UniGene ID** | **Entrez ID** | **Chromosome** | **Peak Height^1^** | ***q* Value IPF/CTRL^2^** | **Fold Change IPF/CTRL^3^** |
| --- | --- | --- | --- | --- | --- | --- |
| COL7A1 | Hs.476218 | 1294 | chr3 | 4.63 | 0.000 | 2.9 |
| SMAD7 | Hs.465087 | 4092 | chr18 | 3.91 | 2.234 | 0.6 |
| S100A2 | Hs.516484 | 6273 | chr1 | 3.31 | 0.000 | 8.1 |
| RRAS | Hs.515536 | 6237 | chr19 | 3.30 | 0.466 | 0.6 |
| MYO1D | Hs.658000 | 4642 | chr17 | 3.23 | 0.000 | 1.3 |
| TRIB1 | Hs.444947 | 10221 | chr8 | 3.17 | 2.772 | 0.6 |
| QPCT | Hs.79033 | 25797 | chr2 | 2.67 | 4.272 | 1.3 |
| C14orf79 | Hs.27183 | 122616 | chr14 | 2.66 | 3.382 | 1.5 |
| TAGLN | Hs.632099 | 6876 | chr11 | 2.62 | 0.316 | 1.5 |
| C14orf43 | Hs.656506 | 91748 | chr14 | 2.60 | 0.000 | 0.6 |
| SH2D4A | Hs.303208 | 63898 | chr8 | 2.54 | 0.466 | 0.7 |
| PDE7B | Hs.652367 | 27115 | chr6 | 2.51 | 1.766 | 1.4 |
| ITGB1 | Hs.695946 | 3688 | chr10 | 2.50 | 1.766 | 0.4 |

1. The peak heights of SMAD3 binding peaks for each of the target genes of the ChIP-on-chip analysis.

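Fitted to the arrays analysed here, the peak heights of the 13 genes of Table S3 ranged from 1.48 to 9.13 at the basal level and from 1.58 to 12.2 after TGFβ1 stimulation. None of the 13 genes was called bound in either condition, and 4 of 13 were higher after stimulation than at the basal level, where the highest peak of each condition can lie at different probes. Peaks put into simulated data at a height of 8 were called in 2% of genes at the basal level and 0% after stimulation, so that few of these peaks could have been called. With the log ratios reversed in sign, COL7A1 and SH2D4A were called in both conditions, RRAS at the basal level and the others in neither condition. limma called 2 of the 13 higher and 2 lower, and 4 when adjusted over the list alone, which is not independent evidence, since the study chose the list from its own ChIP-on-chip results. The changes ran from -2.54 to 6.07 on the log2 scale. The highest change was at C14orf43, where a single probe at -4389 bp from the annotated start had a log2 ratio of 0.27 ± 0.88 (SD, n = 2) at the basal level and 6.34 ± 0.70 after stimulation (standard error of the change 0.58, limma adjusted p 0.0029). With the normexp correction the log2 change of C14orf43 was 0.46 (limma adjusted p 0.488). Peak heights after stimulation were 6.87 at C14orf79, 2.91 at QPCT, 2.64 at TRIB1 and 2.43 at ITGB1, and 1.58 at SH2D4A. At the basal level they were 9.13, 3.86, 2.10, 4.50 and 1.80 in the same order. Not every direction held without replicate 1. The basal and stimulated heights were then 4.06 and 5.24 at ITGB1, and 4.00 and 2.35 at TRIB1.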

2. The *q* value of gene expression microarray analysis of IPF and control lungs. A *q* value of 5, which corresponds to a 5% false discovery rate, was used as a cutoff of statistical significance in microarray data.
3. The fold change of differentially expressed genes between IPF and control lungs.

How the deposited data were processed for this re-analysis (not part of the article)

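The analysis covered the promoter arrays of A549 cells at the basal level and after stimulation with 2 ng/ml TGFβ1. Each condition had 2 replicates, and each replicate was hybridised to 2 slides with different probes, which gave 8 arrays. Conditions and replicates were taken from the sample labels, which number the replicates of each condition. The paper describes 3 array replicates, and 2 per condition were analysed here. The stimulation time is 30 min in the paper's results and up to 2 h in its methods and in the labels.

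On every array the SMAD3 IP was labelled with Cy5 and the mock IP with Cy3. The authors deposited an intensity per spot and channel from the Agilent Feature Extraction software. Its processed intensities had been background-subtracted with negative controls and spatial detrending, detrended multiplicatively and scaled by a linear factor per dye, with surrogate values for signals not above background. They had not been normalized between arrays. The authors also deposited a series matrix with the log2 ratio of processed SMAD3 IP to processed mock IP signal. It was checked against the intensities, and the largest absolute difference was 3.13e-06. The probe annotation gives the chromosome, the gene and the distance to the transcription start. Because it names no genome build, no coordinates are reported. The position of a peak centre is given as the annotated distance of the probe nearest to it.

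Control spots and 1404 probes marked as outliers by the software were left out, spots of the same probe were averaged, and both slides of a replicate were put together, which gave 474392 probes before the outliers were removed. Probes were 44 to 60 bases long. The log2 ratio of SMAD3 IP to mock IP was centred on the median of each array, which lay between 0.24 and 0.72 before centring. The SD of the log2 ratio was 1.41 to 1.73 per array. Between 38.7% and 51.5% of probes per array were well above background in both channels. Signal over background and the number of arrays limit the precision of every value, and no counts lie behind these values.

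Peaks were fitted per gene to all probes annotated to it, for 17241 genes with 4 to 183 probes. The peak shape was derived from fragments spread between 200 and 700 bp. The best centre on a grid of 25 bp and the best height were chosen by least squares. The log-likelihood ratio of each fit was compared with fits to log ratios shuffled between the probes of the array, with 10 shuffles over all genes. A gene was called bound with p under 0.01 in both replicates and a joint height over 1.5, which follows the paper's thresholds. The model-based program named by the paper was not used here. As a control, the same rule was applied to the sign-reversed log ratios. The fit was tested on simulated data. With the noise of the arrays, peaks put in at a height of 16 were called in 16% of genes at the basal level and 14% after stimulation, and 3 gene units without a peak were called. The noise was shuffled independently in each replicate, while log2 ratios of the real replicates correlated across probes with an r of 0.825 to 0.949. The few calls without a peak therefore do not measure false calls on the real arrays. With the noise reduced to a share of 0.25, peaks of a height of 8 were called in 98% of genes in both conditions.

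The change between conditions was tested with limma 3.58.1 (lmFit and eBayes, with Benjamini-Hochberg adjustment at 0.05) on the mean log2 ratio of probes within 250 bp of the centre fitted jointly to all 4 replicates. It covered 15660 gene units, and 1584 had no joint peak. On simulated data with 200 changes of log2 2, limma recovered 30%, with 4.76% of its calls false, and called 0 genes when no change was put in. The values were simulated per gene, without the choice of a peak centre. The list of 7 known targets was tested with camera (preset correlation 0.01) and fry.

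The genes named in the text were chosen by a rule written before the data were examined. They are every gene that the paper names for SMAD3 binding, the rest of Table S3, the 5 highest genes of Table S1 and of Table S2, the 5 highest bound genes of each condition, and the 5 genes with the largest change in each direction. Some results that this rule covers are not reported here. The alternatives were also set before the data were examined, except for a filter on probes well above background in both channels. They comprised the normexp correction of limma (offset 50) on mean and background signals, loess within each array, the series matrix values, only probes well above background in at least 1 channel on every array (212880 probes), fragments of up to 1000 bp, the highest mean of 3 neighbouring probes, p-values from sign-reversed log ratios, a p threshold of 0.001, a height threshold of 2, tiled regions (probes at most 1000 bp apart) in place of genes, only peak centres from 2000 bp upstream to 800 bp downstream of the start, probes within 500 bp of the joint centre, the single probe nearest to it, a block for the replicate number, separate fits per slide and leaving out each replicate.

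The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with data.table 1.17.8. The matches to SMAD3 matrices were not analysed here, since they need a genome sequence and the matrices. The gene expression arrays, PCR, the electrophoretic mobility shift assay and the pathway analyses were not analysed here either.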

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

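The tests of the mock IP signal alone, of the SMAD3 IP signal alone and of the correlation between conditions were chosen only after the result was seen, while the tests of probe length and of dim probes were set before.

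Among the genes tested with limma, 4089 had a lower log2 ratio of SMAD3 IP to mock IP after TGFβ1 stimulation, beside 2518 with a higher one. The paper reports genes with increased binding after stimulation, and of 19 genes that it names and that are reported here, 2 were among the lower ones and 3 among the higher ones. An unadjusted p under 0.05 was found for 7893 genes, and 0 genes were called in simulated data without a change. These simulated values did not include the choice of a peak centre. Without TGFβ1-stimulated replicate 1 the number of lower genes was 2702.

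Several technical explanations were weighed. A change of SMAD3 binding over an unchanged mock IP is argued against as the whole cause, since limma on the log2 mock IP signal alone called 68714 of 472988 probes, compared with 108447 on the log2 ratio. For dim probes at surrogate signals, a filter on probes well above background in at least 1 channel left 49.9% of the tested genes called, 2370 higher and 3992 lower. The other channel may hold a surrogate, so that this filter cannot decide. Over probes of slide 1 well above background in both channels, log2 ratios correlated with an r of 0.894 and 0.971 between replicates and 0.331 on average between conditions. This argues against dim probes as the whole cause. With normexp 721 genes were called higher and 832 lower, so that a part stays open. Base composition was weighed by way of probe length, which takes few values and is only a stand-in for it. Spearman's rho across genes between the log2 change and the mean probe length was 0.0645, too weak to account for changes of this number.

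A difference of the mock DNA between the conditions contributed, but its share cannot be told apart from that of the SMAD3-bound DNA. On the log2 SMAD3 IP signal alone, limma called 33410 probes, so that both channels differed between the conditions, and each condition has its own mock IP. The replicates of a condition may also share a preparation or an amplification of DNA. The correlation of log2 mock IP signals over the probes of slide 1 averaged 0.699 between arrays of different conditions, compared with 0.919 and 0.982 between replicates. For the SMAD3 IP signals it averaged 0.819, compared with 0.925 and 0.984 between replicates. On slide 2 the averages between conditions were 0.697 for the mock IP and 0.802 for the SMAD3 IP. The mock IP thus differed more between the conditions than the SMAD3 IP. Independent preparations with a true difference between the conditions could give the same values, and the labels and the design do not separate these possibilities. If preparations were shared, the spread between replicates would leave out the variation between preparations, and the limma p-values would be too small. A biological effect of TGFβ1 stimulation also stays open and was not tested apart from these.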

How the results depend on the processing

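The filter on probes well above background in both channels was chosen after seeing the data, and all other alternatives were set before the data were examined.

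The number of bound genes kept within 1.5 times its value in most settings. At the basal level it was 372 with only probes well above background, 143 with p-values from the sign-reversed log ratios and 351 with a p threshold of 0.001. It was 290 with probes well above background in both channels. After TGFβ1 stimulation it was 106 with p-values from the sign-reversed log ratios, 305 with the p threshold of 0.001 and 272 with centres near the start. It was 234 with probes well above background in both channels. The stricter rules for p or for the probes used make fewer calls by their construction. The share of the paper's bound genes that was called fell to 0.917% at the basal level with p-values from the sign-reversed log ratios. After stimulation it was 0.442% in that setting and 1.33% with the p threshold of 0.001. With a replicate left out, the bound genes numbered 657 to 715 at the basal level and 502 to 512 after stimulation, since a single replicate then had to pass.

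With the normexp correction, limma called 721 genes higher and 832 lower, of 13446 tested, and 1319 genes were called in the same direction as with the processed signals. The cause was not tested. Leaving out each replicate gave 1735 to 1829 higher and 2702 to 3125 lower genes, the lowest without TGFβ1-stimulated replicate 1. With 1 array left in a condition, its spread is assumed to be that of the other condition. The share of higher genes among the called was 38.1% with the processed signals, 46.4% with normexp, 45.3% with loess and 45.1% with the series matrix values. The median change of all genes was -0.13 with the processed signals, 0.08 with normexp and with the uncentred series matrix values, -0.06 with loess and -0.26 with probes well above background, so that changes of this size have no settled direction.

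The median log2 change of the 7 known targets was -0.15 with probes within 500 bp of the joint centre, and lay between -0.017 and 0.31 with each replicate left out. The cause was not tested.

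Of the log2 changes of named genes over all alternatives, 433 kept their direction and their side of the threshold, 34 reversed, 18 newly passed the threshold and 14 no longer passed it. With normexp, loess, the series matrix values and the filter on dim probes the joint centre was fitted again, so that other probes can enter. With normexp the reversed changes were 0.15 at SMAD6, 0.34 at TGFB1, 0.0072 at EPS8, 0.20 at PDE7B, 0.13 at S100A2, -5.07 for the log2 change of RRAS, 0.18 at MYO1D, 0.66 at TRIB1, 0.25 at QPCT, 0.30 at C14orf79, 0.020 at SH2D4A and 0.72 at ITGB1. With loess they were 0.063 at TGFB1 and 0.046 at TRIB1, and with the series matrix values 0.083 at TGFB1, 0.044 at PDE7B and 0.089 at TRIB1. With only probes well above background they were 0.73 at SMAD6 and -0.075 for the log2 change of KBTBD11. Probes within 500 bp of the centre gave -0.15 at COL7A1, -0.48 at FOXA2 and 0.18 at EPS8. The single probe nearest the centre gave 1.51 at SMAD6, 0.37 at EPS8 and 1.28 at ITGB1. With each replicate left out, the log2 change ran from -0.0035 to 0.92 at COL7A1, from -0.60 to 0.31 at SMAD6, from -0.14 to 0.037 at TGFB1 and from -0.10 to 0.28 at LTBP3. It ran from -1.10 to 0.69 at PDE7B, from -0.54 to 0.016 for the log2 change of SH2D4A, from -0.87 to 0.021 at NDUFA3, from -0.30 to 1.00 at SLC16A9 and from -0.069 to 0.022 at CCDC129. Of the reversed changes, those of RRAS with normexp, of SMAD6 with only probes well above background and with the single probe, of FOXA2 within 500 bp and of ITGB1 with the single probe passed the threshold in their new direction. The cause of these reversals was not tested.

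A block for the replicate number gave 2176 higher and 3578 lower genes. Across genes, the differences between replicate 1 and replicate 2 of the conditions correlated with an r of -0.0094, so that the numbers did not pair the replicates. Separate fits per slide gave 2515 higher and 4105 lower genes. A block for the slide or the scan was not run, since all 8 arrays share a scan day and each lies on a slide of its own. Peak heights stayed within the replicate spread in 408 cases and moved by more in 466. In simulated data with the noise of the arrays, peaks of height 8 were called in 2% of genes at the basal level and 0% after stimulation, so that the calls depend on high peaks. Between 41.7% and 54.4% of probes per array were well above background in the SMAD3 channel.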

Differences from the paper's values

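Among the settings named here, the filter on probes well above background in both channels was chosen only after the values were seen, and all other alternatives were set before the data were examined.

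A value was taken as within the limits of the paper's when the larger was at most 1.5 times the smaller or both differed by no more than the replicate SD. The paper reports 350 genes bound at the basal level, and 602 were called here. The number was within 1.5 times the paper's with the normexp correction (497), with only probes well above background (372), with a p threshold of 0.001 (351) and with centres near the start (463), and not with the other alternatives set before the data were examined. With the filter on both channels, chosen after seeing the values, it was 290.

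COL7A1 has heights of 3.08 at the basal level and 4.63 after stimulation in the paper, and had 1.49 and 1.75 here. The basal height was within the limits with loess (2.50), the series matrix values (2.19), tiled regions (2.31) and without replicate 2 (2.33), and not with the other alternatives. The stimulated height was not in any of them, at 1.39 to 2.77. SMAD6 has 2.31 and 4.63 in the paper, and had 4.59 and 2.68 here. The basal height was within the limits with normexp (2.16), with 3 neighbouring probes (3.21) and with centres near the start (2.39) only. The stimulated height was within them with loess (4.69), the series matrix values (4.76), only probes well above background (3.6) and without replicate 1 (4.59) only, and also at 5.21 with the filter on both channels that was chosen after seeing the values. SMAD7 has 1.78 and 3.91 in the paper, and had 5.82 and 6.96 here. The basal height was within the limits with normexp (1.49) only, and the stimulated height with fragments of up to 1000 bp (4.76) and with 3 neighbouring probes (3.44) only.

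FOXA2 has a basal height of 1.41 in the paper and had 3.43 here, within the limits with normexp (1.89) and with centres near the start (1.0) only. The 1.0 is the value for no peak, and the stimulated height was then also 1.0. The peaks of FOXA2 fitted without this restriction lay 1639 and 1895 bp downstream of the start. The paper's arrays covered 2000 bp upstream to 800 bp downstream, so that these heights belong to other sites. EPS8 has a basal height of 1.52 in the paper and had 2.89 here, within the limits with normexp (1.73) and fragments of up to 1000 bp (2.20) only. RRAS has 1.71 at the basal level in the paper and had 3.61 here, within the limits with fragments of up to 1000 bp (1.74), 3 neighbouring probes (1.79) and centres near the start (1.20) only.

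After stimulation, C14orf79 has a height of 2.66 in the paper and had 6.87 here, within the limits with normexp (3.03) and 3 neighbouring probes (1.72) only. C14orf43 has 2.60 in the paper and had 12.2 here, within the limits with centres near the start (1.24) only. SH2D4A has 2.54 in the paper and had 1.58 here. It was within the limits with normexp (2.11), loess (2.35), the series matrix values (2.62), only probes well above background (3.27), 3 neighbouring probes (1.85), without replicate 1 (1.93) and without replicate 2 (1.87), and not with the other alternatives. Of 27 heights compared, 12 differed and 15 did not. The median fitted height of all genes was 2.23 at the basal level and 2.0 after stimulation, so that a height within the limits does not by itself speak for a peak.

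The paper states that binding increased after TGFβ1 stimulation at the known targets. Over the 6 genes reported here, 3 had a higher peak height after stimulation, at other probes than at the basal level, and the heights of SMAD6, TGFB1 and TAGLN were lower. Without replicate 1 the stimulated heights of SMAD6 (4.59) and TGFB1 (2.33) were no longer lower than the basal heights fitted to both replicates, and without replicate 2 the basal height of COL7A1 (2.33) was above its stimulated height and the stimulated height of LTBP3 (1.75) was below its basal height. With only probes well above background the height of SMAD7 fell from 14.6 to 6.96 and that of TAGLN rose from 2.81 to 3.89, so that none of the 6 directions held in every setting. The paper describes significant SMAD3 binding at FOXA2 after stimulation and a higher peak there than at the basal level. Here FOXA2 was not called bound, with permutation p-values of 0.404 and 0.448, and its height was 3.43 at the basal level and 2.85 after stimulation. The direction was that of the paper with normexp (1.89 and 2.55) and with fragments of up to 1000 bp (2.19 and 2.71), and with normexp both heights were within the limits. The paper lists all genes of Table S3 as SMAD3 targets, and 0 of the 13 were called bound here. The lowest height of any gene called bound was 9.13 at the basal level and 10.7 after stimulation. Missing calls at lower heights, as at FOXA2, are therefore no evidence against binding. Of the genes of Table S2 matched to the arrays, 14 of 452 were called bound, although the number of bound genes after stimulation was 468 here and 469 in the paper.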

Other observations

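The test of the sign-reversed calls and the comparisons of Tables S1 and S2 with exchanged directions, conditions and slides were chosen only after the results were seen, while the tests of probe length and of the rank correlation with Table S2 were set before.

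More genes were called for mock IP over SMAD3 IP than for SMAD3 IP over mock IP. The sign-reversed calls numbered 1752 at the basal level and 1768 after TGFβ1 stimulation, which is 2.91 and 3.78 per call of SMAD3 over mock. With p-values from the sign-reversed log ratios this value was 0.727 at the basal level (104 to 143 calls) and 3.21 after stimulation. In the other settings it was above 1 in both conditions, for example 1.84 and 2.79 with normexp. Noise that is as large in both directions of the log ratio would give a value near 1. The 2.91 and 3.78 lie above it, but they are the pattern itself and no separate test of such noise. Of the sign-reversed calls, 263 genes were shared by both conditions, where 180 would be expected by chance. Base composition of the probes stays open, with probe length as its stand-in. At the peaks of these calls the median probe length was larger than at the peaks of other genes by 0 and 0.5 bases, but such a comparison within a direction is blind to a shift of all its peaks. Among genes that were not called, the median probe length was 52.0 bases at the basal level and 51.0 bases after stimulation at peaks of mock over SMAD3, and 47.0 and 47.5 bases at peaks of SMAD3 over mock. Among called genes it was 52.0 and 51.5 bases for mock over SMAD3, and 50.5 and 54.5 bases for SMAD3 over mock, so that the gap seen in the other genes was small among the calls at the basal level and reversed after stimulation. No biological explanation was tested for this pattern.

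Genes of Tables S1 and S2 were called bound about as often as other genes. The paper's heights in these tables have medians of 1.7 and 1.92, while peaks put into simulated data at a height of 4 were called in 0% of genes, so that most table genes could not have been called here whether or not they were bound. One possible explanation beyond this limit is that the tables rest on other hybridisations than the arrays analysed here. The methods of the paper name a 44K array format and a GenePix scanner, while the slides analysed here hold 237198 and 237194 probes and were read with an Agilent scanner. Spearman's rho across genes between the heights of Table S2 and the heights fitted here was 0.0058. The noise of the arrays or another program for the peak fits could also give a value near 0, so that these explanations cannot be told apart. The third array replicate that the paper describes was not used here. A biological explanation was not tested.

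The heights of the tables were also compared with fits in both directions, both conditions and single slides. In 24 such comparisons rho lay between -0.16 and 0.21, and the median log2 height of table genes differed from that of other genes by -0.51 to 0.27. In a Mann-Whitney test 10 of them had an unadjusted p under 0.05. The lowest p, 7.28e-05, was that of the Table S2 genes after TGFβ1 stimulation in the direction of SMAD3 over mock, where their median log2 height was larger by 0.22. At the basal level it was larger by 0.20 in the same direction (p 0.00072), and for mock over SMAD3 by 0.27 at the basal level (p 0.0079) and by 0.13 after stimulation (p 0.0451). Table S2 genes carried a median of 27 probes and other genes 26, and whether their number of probes accounts for the larger heights was not tested. In 36 comparisons of the mean log2 ratio around the transcription start, rho lay between -0.13 and 0.01, and the differences between -0.11 and 0.15. An unadjusted p under 0.05 was found in 7 of them, all with higher values at Table S2 genes.

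Among genes bound at the basal level, PC had the highest peak, with a height of 2574. RNF207 and RPL22 shared a peak of 2091 at a single probe, and C20orf141 and CPXM1 shared a peak of 1833.

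The other genes with the largest log2 changes after stimulation included U8 (12.97) and KBTBD11 (12.93) among the rises, and TTC27 (-12.08) among the falls. LOXL4 and RPL22 also belonged to these falls, but after stimulation 1 of the 2 probes of LOXL4 was well above background in each channel, and the single probe of RPL22 in neither. At KBTBD11, 1 of 3 probes was well above background in each channel at the basal level and in the mock channel after stimulation. The log2 change of KBTBD11 was -0.075 with only probes well above background, where the joint centre was fitted again without the dim probes.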
